A study of Danio rerio with 49 samples.

How the data were processed

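The samples were zebrafish (*Danio rerio*) embryos of the Tab5 strain, wild type (WT) or homozygous for the omf201 allele of *rif1*. Genomic DNA was sequenced at 4 stages: before the mid-blastula transition (preMBT, 2 to 2.5 hours post fertilisation, hpf), Shield (6 hpf), Bud (10 hpf) and 24 hpf. For the last stage the protocol's sentence on sorting names a later age, and the 24 hpf of the labels was used. Replication timing was read from copy number, since a sequence that replicates early is present in more copies in S-phase DNA than in G1 DNA. Per the labels' protocols, preMBT and Shield samples were pools of whole embryos that were treated as S phase without sorting. Bud and 24 hpf nuclei were stained for DNA and sorted into G1 and S fractions. Because of this, the step from Shield to Bud changed both the stage and the kind of sample, and the design does not separate the effects.

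The series comprised 49 libraries, of which 33 were S-phase or whole-embryo libraries and 16 were G1 libraries. The authors processed the reads with RepliTimer v1.0.11, per the labels. The aligner, the filters on reads and the genome build are not stated in the labels or the files. The deposited counts are whole reads per genomic window for every library, without normalisation. There were 120082 count windows on 25 chromosomes, and 90.3% were 60 kb wide with neighbouring centres usually 10 kb apart, so neighbouring windows share reads and are not independent. The deposited ratio for a window is the library's count over its mean, divided by the G1 reference of the same genotype. Recomputing these ratios from the counts showed that the reference was the median of 8 mean-scaled G1 libraries, from Bud and 24 hpf together. The deposited smoothed ratio was recovered by a cubic smoothing spline with a penalty of 1e+16 bp cubed, broken at gaps over 200 kb into 97 stretches. The deposited log2 values are the log2 of the smoothed ratios. The deposited z-score, a score without a unit, is the smoothed ratio minus the mean of its library, divided by its SD across windows, so a higher z-score means earlier replication relative to the rest of that library. The largest differences between deposited and recomputed values were 4.97e-07 for ratios (relative), 6.93e-07 for smoothed ratios, 7.19e-07 for log2 values and 1.85e-05 for z-scores. Profiles covered 120059 windows. The other 23 count windows had no profile value, 5 on chromosome 3 and 18 on chromosome 4.

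Depth was summed over 17657 windows that do not overlap. It ranged from 5.09 to 32.2 M counts (M, mega) per library, or a mean of 290 to 1833 counts per window. Counting error alone was thus 2.34% to 5.88% of a single window before smoothing. These errors cover counting only, since reads were not tagged by molecule.

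Samples were grouped by stage, genotype and fraction from their titles. All 79 pairs of libraries within a group were compared by a chi-square test of counts over 1354 bins of 1 Mb. At Shield, WT replicates 1 and 2, WT replicates 3 and 4, and omf201 replicates 1 and 2 showed no difference in this test (chi-square p = 0.120 to 0.705), with a chi-square per degree of freedom of 0.979 to 1.05, while other pairs of those groups differed. Each of these 3 pairs was averaged and counted as 1 sample, leaving 4 samples per genotype at Shield and 30 profile samples in all. All 6 pairs within the preMBT groups were also near sampling noise, at 0.929 to 1.07. As no pair of those groups stood apart, these libraries were kept as 3 samples per genotype, and whether they came from separate embryo pools is open. The 70 remaining pairs lay between 1.29 and 6.73.

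Windows were tested with limma 3.58.1 in R 4.3.3 on the deposited z-scores, one fit per comparison with only the groups compared, and p-values were adjusted over windows by the Benjamini-Hochberg method. A window was called at an adjusted p under 0.05. Comparisons were omf201 against WT at each stage, successive stages within each genotype, and the genotype by stage interaction for successive stages. G1 counts of the genotypes were compared with the quasi-likelihood test of edgeR 4.0.16, with TMM scaling. Each profile sample also gave 3 kinds of value: its amplitude, which is the SD across windows of its log2 smoothed ratios; its Pearson correlation across windows with the mean 24 hpf WT profile (or the Bud WT profile, for 24 hpf samples); and the mean z-score of the long arm of chromosome 4, taken as windows starting at or after position 28000000. A 24 hpf WT sample was correlated with the mean of the other WT samples, and a 24 hpf omf201 sample was given the mean of its correlations with the same means. These values were compared between groups by two-sided exact permutation tests, whose smallest p is 0.0286 for 4 against 4 samples, 0.0571 for 4 against 3 and 0.1 for 3 against 3, with Benjamini-Hochberg adjustment within each kind of value. Computation used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots used matplotlib 3.10.9.

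Regions were named by a rule set before the data were examined. Called windows that followed one another on a chromosome with the same sign were merged into runs, and the 3 longest runs in each direction at 24 hpf and the longest in each direction at the other stages were named. Positions are those of the authors' tables, whose build is not stated. Genes in these regions and the windows holding *rif1* were not analysed here.

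The window tests were tested on simulated libraries with the spread of the real ones and 200 changed windows of 120059. With the preMBT sample numbers and spread, changes of 1 and of 2 z-score units were recovered in 0% of the changed windows and a change of 4 units in 92.5%, while 5.16% to 5.36% of the unchanged windows had an unadjusted p under 0.05. The sizes of 2 and 4 were added after 1 recovered none. With the 24 hpf spread, recovery was 92% for a change of 1 unit and 100% for 2 and for 4. The interaction test, simulated for Bud and 24 hpf only, recovered 98% of changes of 2 units. The edgeR test, on 120082 windows, recovered 100% of 1.5-fold changes. Noise was drawn independently for each window, without errors of a shared G1 reference, so the simulations say nothing about such errors. With so few changed windows the adjustment was stricter than in the real data, where 12.7% of preMBT windows were called. Recovery in the real data may thus differ.

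Alternatives chosen before the data were examined were the deposited log2 values, log2 smoothed ratios centred on the median of each library, 1-Mb bins, a filter on G1 counts, a single fit of all libraries, edgeR on the S-phase or whole-embryo counts, DESeq2 1.42.0 or its size factors for G1 counts, other definitions of the values per sample, the replicate number as a block, and leaving out each sample in turn. Alternatives that used another G1 reference, and the one that counted every Shield library separately, were chosen after seeing the data. They comprised a common reference over both genotypes, a reference from the same stage, a reference from the G1 libraries of the same number, and disjoint references, in which no G1 library served more than 1 sample of a genotype and stage. A common reference cancels errors of the reference in genotype comparisons but leaves copy number differences between genotypes in them. Disjoint references put the errors of the reference into the spread between samples and are noisier, since each rests on fewer G1 libraries. Corrections for GC content were not run. The labels name more than 1 sequencer model and adapter type without assigning them to libraries, so no batch was tested.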

Results

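Replication timing profiles were measured by whole-genome sequencing of zebrafish embryos, wild type (WT) or homozygous for the omf201 allele of *rif1*, the gene for a regulator of replication timing. The series asks how the timing programme forms during early development and what part Rif1 has in it. Profiles came from 3 WT and 3 omf201 libraries of whole embryos at preMBT (2 to 2.5 hpf), 6 WT and 5 omf201 libraries at Shield (6 hpf), and S-phase nuclei from 4 samples of each genotype at Bud (10 hpf) and at 24 hpf. G1 nuclei from 4 samples of each genotype at Bud and at 24 hpf supplied the copy number reference. At Shield, 3 pairs of libraries differed by about the sampling noise, with a chi-square per degree of freedom of 0.979 to 1.05, and each pair was counted as 1 sample, so that 4 samples of each genotype were compared. The 3 libraries of each preMBT group also differed by about the sampling noise, with a chi-square per degree of freedom of at most 1.07, whereas WT and omf201 preMBT libraries differed from each other by 3.71 to 4.18. Values at preMBT therefore describe these libraries, and the spread between them may not include the spread between embryo pools.

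Depth was 13.9 to 17.4 M counts (M, mega) per library at preMBT, 7.92 to 32.2 M at Shield, 5.09 to 13.0 M in the Bud S fraction and 10.97 to 19.3 M in the 24 hpf S fraction. G1 libraries had 5.69 to 12.3 M counts at Bud and 14.9 to 23.8 M at 24 hpf. Pearson correlations across windows between WT profiles averaged 0.753 at preMBT, 0.955 at Shield, 0.955 at Bud and 0.976 at 24 hpf. Those between omf201 profiles averaged 0.741, 0.915, 0.878 and 0.966 in the same order. Between a WT and an omf201 profile of the same stage the mean correlation was 0.455 at preMBT, 0.849 at Shield, 0.764 at Bud and 0.694 at 24 hpf. Windows overlap and are not independent, so these correlations describe similarity only, and profiles of one genotype also share their G1 reference.

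The range of the profiles was compared between genotypes by the amplitude, the SD across windows of the log2 ratio of S-phase or whole-embryo DNA to G1 DNA. DNA from cells outside S phase lowers the amplitude as well, so it is no pure measure of the range of timing. At preMBT the amplitude was 0.0416 ± 0.000932 in WT and 0.0390 ± 0.000465 in omf201 (SD, n = 3 each). The exact permutation test gave p = 0.1, the smallest p that 3 against 3 samples allow. At Shield it was 0.120 ± 0.00271 in WT and 0.0828 ± 0.00454 in omf201, at Bud 0.155 ± 0.00992 and 0.0992 ± 0.00431, and at 24 hpf 0.212 ± 0.00830 and 0.162 ± 0.00427 (SD, n = 4 each). At each of these 3 stages every omf201 sample lay under every WT sample, with a two-sided exact permutation p = 0.0286, the smallest possible, and p = 0.0381 after adjustment over the 4 stages. Among measures in the same unit, averaging over 1-Mb bins moved the differences most, from -0.0561 to -0.0434 at Bud, with p again 0.0286 by the exact permutation test.

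**Figure D1:**
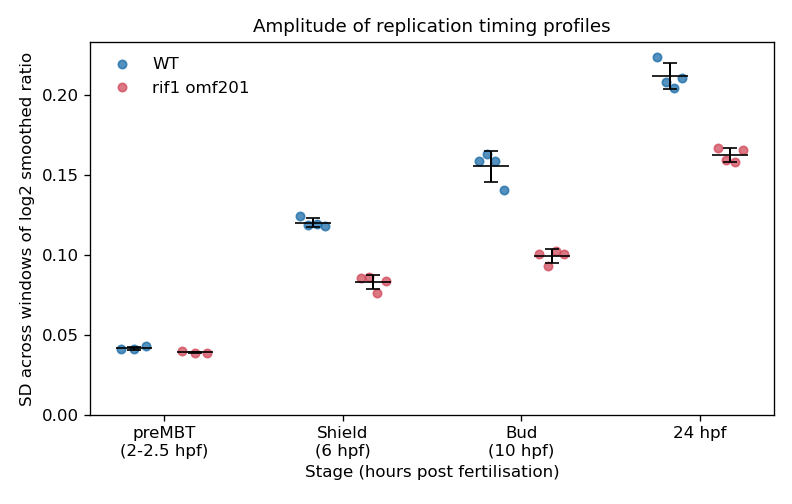
Amplitude of each sample's profile (SD across windows of the log2 smoothed ratio, vertical axis) by stage, with WT in blue and *rif1* omf201 in red; horizontal lines are group means and bars 1 SD. From Shield to 24 hpf every omf201 sample lies under every WT sample, with means of 0.0828 against 0.120, 0.0992 against 0.155 and 0.162 against 0.212.

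The approach of each profile to that of later embryos was followed by its Pearson correlation across windows with the mean 24 hpf WT profile. In WT the correlation was -0.157 ± 0.0207 at preMBT (SD, n = 3), 0.611 ± 0.0107 at Shield, 0.803 ± 0.00748 at Bud and 0.984 ± 0.00290 at 24 hpf (SD, n = 4 each). In omf201 it was -0.101 ± 0.0118 at preMBT (SD, n = 3), 0.524 ± 0.0391 at Shield, 0.664 ± 0.0277 at Bud and 0.699 ± 0.0120 at 24 hpf (SD, n = 4 each). The genotype differences were -0.0867 at Shield, -0.139 at Bud and -0.285 at 24 hpf, each with an exact permutation p = 0.0286 and p = 0.0381 after adjustment over the 4 stages. At preMBT the difference was 0.0563 with an exact permutation p = 0.1, the smallest possible. That difference changed sign, to -0.0796, when a common G1 reference was used for both genotypes, the alternative that moved it most. At Shield the difference was -0.0920 over 1-Mb bins, where the exact permutation p was 0.0571. The 24 hpf profiles were also correlated with the mean Bud WT profile, to see whether omf201 resembled an earlier stage. That correlation was 0.810 ± 0.00566 in WT and 0.474 ± 0.0102 in omf201 (SD, n = 4 each, exact permutation p = 0.0286). All 4 omf201 samples at 24 hpf were closer to the 24 hpf WT profile than to the Bud WT profile.

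**Figure D2:**
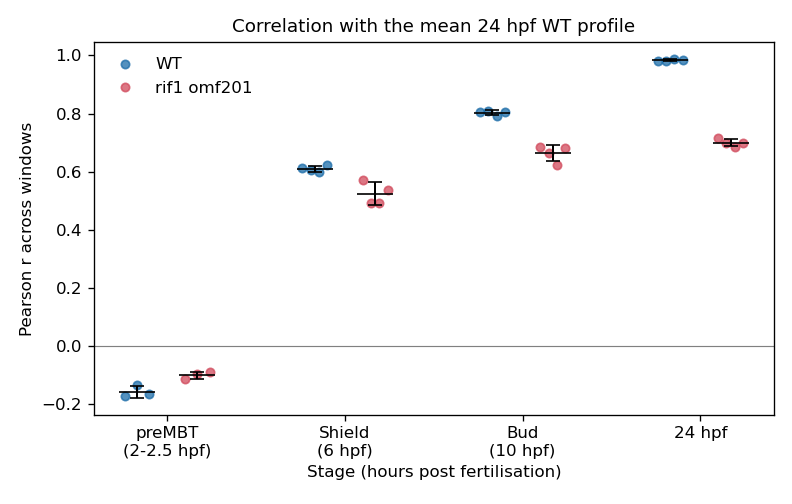
Pearson correlation across windows of each sample with the mean 24 hpf WT profile (vertical axis) by stage, with WT in blue and *rif1* omf201 in red; horizontal lines are group means and bars 1 SD. WT means rise from -0.157 at preMBT to 0.984 at 24 hpf, and omf201 means from -0.101 to 0.699; with a common G1 reference the order of the genotypes at preMBT is the opposite.

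Windows that differed between the genotypes were counted at each stage with limma and Benjamini-Hochberg adjustment over 120059 windows. At preMBT 15290 windows (12.7%) had an adjusted p under 0.05, 7764 of them higher (earlier) in omf201 and 7526 lower (later). At Shield there were 35495 windows (29.6%; 18194 higher and 17301 lower), at Bud 52737 (43.9%; 26584 higher and 26153 lower) and at 24 hpf 88013 (73.3%; 45387 higher and 42626 lower). The median size of the difference over all windows was 0.457 z-score units at preMBT, 0.284 at Shield, 0.417 at Bud and 0.501 at 24 hpf, and the median standard errors were 0.400, 0.162, 0.182 and 0.0984. Percents called at different stages reflect these standard errors as well as the differences, and the difference between stages was tested separately.

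The counts at the earlier stages depended on the G1 reference and on the fit. At preMBT a single fit of all libraries gave the highest percent, 40.3% of windows, and disjoint G1 references the lowest. The single fit pools the spread of all stages. In separate fits the median standard error was 0.400 at preMBT against 0.0984 to 0.182 later, so the single fit understates the noise at preMBT. With disjoint G1 references, which let errors of the reference enter the spread between samples, 2.30% of windows were called at preMBT and 8.53% at Shield, against 40.0% at Bud and 73.5% at 24 hpf. Tests of the counts with edgeR, without any G1 reference, called 5.50% of windows at preMBT, 29.1% at Shield, 35.3% at Bud and 62.3% at 24 hpf. On the deposited log2 values 52.8% of windows were called at Shield. When log2 smoothed ratios were centred on the median of each library, the share of calls that were higher in omf201 was 61.2% at Bud and 64.2% at 24 hpf, in place of 50.4% and 51.6% on z-scores.

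**Figure D3:**
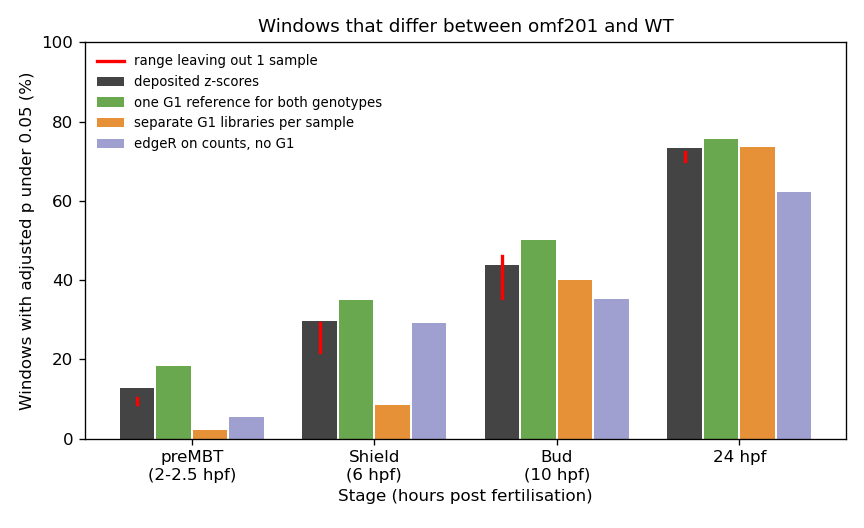
Percent of windows with an adjusted p under 0.05 between omf201 and WT (vertical axis) at each stage, for the deposited z-scores, a common G1 reference, disjoint G1 references and edgeR on counts; the red line spans the fits that each left out 1 sample. At preMBT the bars run from 2.30% to 18.3% and at 24 hpf from 62.3% to 75.5%.

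At 24 hpf the called windows formed 703 runs in which omf201 was higher, with a median length of 570 kb, and 738 in which it was lower, with a median length of 560 kb. The runs below were selected for being called, so their differences are larger than those of a region chosen at random. Values are mean z-scores with the SD over 4 samples, and every window of a run had an adjusted p under 0.05 with limma. The longest run with higher values spanned 45340000 to 49220001 on chromosome 3, where the mean rose from -0.602 ± 0.0456 in WT to 0.164 ± 0.0243 in omf201, and WT replicate 4 lay apart from the other WT samples at -0.671. The next were 44860000 to 48660001 on chromosome 7 (-0.352 ± 0.0816 in WT and 0.475 ± 0.0498 in omf201) and 30660000 to 34450001 on chromosome 22 (-0.653 ± 0.0940 and 0.485 ± 0.0444). The longest run with lower values spanned 1840000 to 5400001 on chromosome 21, with 0.807 ± 0.0428 in WT and -0.242 ± 0.102 in omf201. It was followed by 180000 to 3630001 on chromosome 22, with 0.711 ± 0.349 in WT and -0.671 ± 0.114 in omf201. There WT replicate 1 stood at 1.23 against 0.495 to 0.577 in the other WT samples, and the G1 library of the same number was higher over this run by 0.10 in log2 count. The run from 17370000 to 20430001 on chromosome 7 had 0.711 ± 0.0266 in WT and -0.292 ± 0.0467 in omf201.

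**Figure D4:**
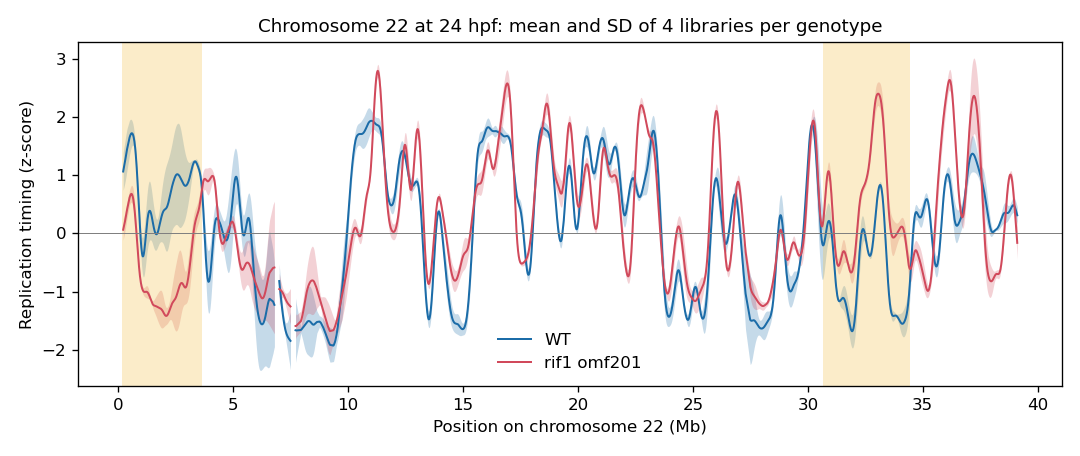
Replication timing (z-score, vertical axis) along chromosome 22 (position in Mb, horizontal axis) at 24 hpf; lines are means and shaded bands 1 SD over 4 samples of WT (blue) and *rif1* omf201 (red), and yellow areas mark the runs named in the text. In the run from 180000 the mean is 0.711 in WT and -0.671 in omf201, and in the run from 30660000 it is -0.653 and 0.485.

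At Bud the longest runs were 27440000 to 29750001 on chromosome 18, with -1.80 ± 0.138 in WT and -0.748 ± 0.213 in omf201, and 1470000 to 3700001 on chromosome 22, with 1.42 ± 0.0823 and 0.0196 ± 0.272 (SD, n = 4 each). At Shield they were 17760000 to 20980001 on chromosome 5 (-0.0449 ± 0.0637 in WT and 0.720 ± 0.0225 in omf201) and 8090000 to 11070001 on chromosome 2 (0.215 ± 0.135 and -0.693 ± 0.115; SD, n = 4 each). With edgeR on counts, 14.6% of the windows of the chromosome 5 run and 35.4% of those of the chromosome 2 run were called, and with a common G1 reference 37.7% of those of the chromosome 5 run. At preMBT they were 51780000 to 53830001 on chromosome 8 (-0.160 ± 0.123 in WT and 1.95 ± 0.0608 in omf201) and 39200000 to 41420001 on chromosome 4 (2.85 ± 0.0495 and -0.773 ± 0.433; SD, n = 3 each). Of the windows of the chromosome 8 run, 9.25% were called with edgeR on counts and 45.1% with disjoint G1 references.

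Changes between successive stages were counted within each genotype with limma. In WT, 65.4% of windows differed between preMBT and Shield, 53.6% between Shield and Bud and 61.6% between Bud and 24 hpf. In omf201 the percents were 57.8%, 55.5% and 54.9%. A single fit of all libraries gave 33.7% for WT Bud against Shield and 35.7% for WT 24 hpf against Bud, the largest changes among the alternatives for these steps. The step from Shield to Bud also went from whole embryos to sorted nuclei. Whether the genotype difference itself changed was tested by the interaction of genotype and stage. It was called in 10731 windows (8.94%) between preMBT and Shield, 30619 (25.5%) between Shield and Bud and 31681 (26.4%) between Bud and 24 hpf. For preMBT against Shield the percent was 29.3% on the deposited log2 values, the alternative that moved it most upward, and 5.77% to 5.80% when Shield WT replicates 1 and 2, 3 and 4, or 6 were left out. For Bud against 24 hpf it was 10.8% in a single fit of all libraries, 15.4% with the G1 library of the same number as the reference and 40.2% on the deposited log2 values. After centring on the median, the share of interaction calls that were higher was 67.3% for Shield to Bud and 63.3% for Bud to 24 hpf, against 49.3% and 49.5% on z-scores.

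The long arm of chromosome 4, a repeat-rich and gene-poor region, was followed separately because it was named before the data were examined. It held 1790 windows, and these covered 35.7% of its 10-kb positions, against 97.4% for the rest of the chromosome. Its mean z-score in WT was 1.38 ± 0.261 at preMBT (SD, n = 3), 0.0155 ± 0.197 at Shield, -0.457 ± 0.0934 at Bud and -1.34 ± 0.0451 at 24 hpf (SD, n = 4 each). The WT steps were -1.36 from preMBT to Shield (exact permutation p = 0.0571, the smallest possible, and 0.1 after adjustment over 7 tests of the arm), -0.473 to Bud and -0.885 to 24 hpf (exact permutation p = 0.0286 and adjusted p = 0.0667 for both). With the arm taken from 35000000, the step from Shield to Bud was -0.411 with an exact permutation p = 0.0571. In omf201 the arm had -0.200 ± 0.124 at preMBT (SD, n = 3), -0.0624 ± 0.216 at Shield, -0.691 ± 0.125 at Bud and -1.36 ± 0.123 at 24 hpf (SD, n = 4 each). The genotype difference at preMBT was -1.58 (exact permutation p = 0.1, the smallest possible), and a common G1 reference, the alternative that moved it most on the z-score scale, gave -2.27. It was -0.0779 at Shield (exact permutation p = 0.6). At Bud it was -0.234 (exact permutation p = 0.0286, adjusted p = 0.0667) and at 24 hpf -0.0207 (exact permutation p = 0.83). With the common G1 reference these were -0.388 at Shield (exact permutation p = 0.0571), -0.501 at Bud and -0.174 at 24 hpf (exact permutation p = 0.0286 for both). On log2 ratios, which keep the difference in amplitude, the sign was the opposite, 0.0045 at Bud and 0.067 at 24 hpf, the latter with an exact permutation p = 0.0286. The 24 hpf difference also changed sign, to 0.0367, without omf201 replicate 1, and the Shield difference to 0.0267 without omf201 replicates 1 and 2.

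**Figure D5:**
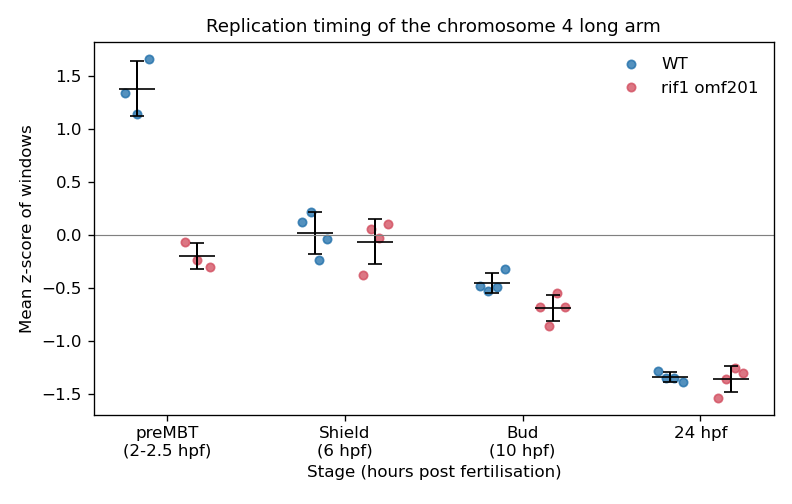
Mean z-score over windows of the chromosome 4 long arm (vertical axis) in each sample by stage, with WT in blue and *rif1* omf201 in red; horizontal lines are group means and bars 1 SD. WT means fall from 1.38 at preMBT to -1.34 at 24 hpf, and the genotypes lie apart at preMBT, at 1.38 and -0.200; the differences at Bud and 24 hpf have the opposite sign on log2 ratios.

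G1 DNA served as a control, since it should differ between genotypes only in copy number, haplotype or library bias. With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 3245 of 120082 windows (2.70%; 1395 higher and 1850 lower in omf201) differed at Bud and 4411 (3.67%; 2297 higher and 2114 lower) at 24 hpf. DESeq2 called 0.841% and 2.22%. Without omf201 G1 replicate 2 or 4 the percent at 24 hpf was 2.13% or 1.80%. The libraries of the stages are separate, and 1405 windows were called at both, all with the same sign. The median size of a called difference was 0.21 in log2 at Bud and 0.16 at 24 hpf. Chromosome 4 had the highest share of windows called at either stage, 14.8%.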

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

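The interactions of windows are main comparisons. Apart from the counts of other splits and the percents on log2 ratios, the tests that address these results were chosen only after the results were seen. For the test of a copy number gain, what would count for it was written before its value was computed.

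In 4 of 50 groups of values 1 sample lay far from the others, where chance alone gives about 5% of groups, so single cases carry little weight. At 24 hpf, WT replicate 2 had the lowest correlation with the Bud WT profile, 0.801 against 0.812 to 0.814 in the other WT samples, a gap of 0.841 of the group's range. It was the shallowest library of its group, with 10.97 M counts (M, mega). At Shield, the sample made from WT replicates 1 and 2 had the highest amplitude, 0.124 against 0.118 to 0.119, a gap of 0.855 of the range, and its pooled depth was 43.5 M counts. At 24 hpf, WT replicate 4 was the lowest over the chromosome 3 run from 45340000, at -0.671 against -0.584 to -0.574, a gap of 0.898 of the range, with 19.3 M counts, the deepest of its group. Low depth lowers a correlation, so for WT replicate 2 depth and a deviation of the sample cannot be told apart from 1 sample. Counting noise raises the amplitude of shallow libraries. At Shield, WT replicate 6, deeper at 32.2 M counts, had 0.118. The shallower WT replicates 3 to 5, at 7.92 to 13.2 M counts, also lay lower, at 0.119. This argues against depth for the Shield sample. It is argued against for WT replicate 4 as well, since the other WT samples, at 10.97 to 18.9 M counts, stayed at -0.584 to -0.574. No biological explanation was tested, as the labels give these samples no feature of their own.

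The last of these cases is WT replicate 1 at 24 hpf, which had a z-score of 1.23 over the chromosome 22 run from 180000, against 0.495 to 0.577 in the other WT samples, a gap of 0.889 of the range. A copy number gain in the embryos behind that sample would raise its G1 DNA too, if libraries with the same number come from the same embryos, which the labels do not state. The G1 library with the same number was higher over the run by 0.10 in log2 count than the mean of the other WT G1 libraries at 24 hpf, which themselves deviated by -0.01 to 0.01. This is consistent with a copy number difference carried by some of the embryos of that replicate. It stays a hypothesis resting on 1 library of each fraction.

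The genotype difference of windows changed between successive stages, by the test of the interaction itself. It was called with limma in 8.94% of windows between preMBT and Shield, 25.5% between Shield and Bud and 26.4% between Bud and 24 hpf. Scaling each library to z-scores could create such a change where amplitudes differ. On log2 ratios, without that scaling, the percents were 29.3%, 24.8% and 40.2%. As log2 ratios keep the genotype difference in amplitude, these percents do not decide. Scaling a library leaves its correlations unchanged. With disjoint references and corrected for noise, the correlation of the genotypes was 0.922 at Shield, 0.834 at Bud and 0.712 at 24 hpf. Leaving out each sample gave 0.919 to 0.926, 0.830 to 0.840 and 0.705 to 0.715. This fall, while amplitudes rose, argues against scaling as the whole cause for the later steps. From 0.669 at preMBT the correlation rose to Shield together with the amplitudes, so scaling stays open there. Relabelling genotypes within each stage, 2 of the 100 splits drawn gave as many windows between preMBT and Shield, the real one included, and 1 of 100, the real one alone, for each of the later steps. The other split for preMBT and Shield, with 19698 windows against 10731, exchanged the genotypes of all preMBT samples and of 1 sample of each genotype at Shield. Exchanging the genotypes at 1 stage turns the change of the difference towards its sum, so such splits are no pure measure of chance. The largest of the other splits drawn gave 22647 windows against 30619 between Shield and Bud, and 431 against 31681 between Bud and 24 hpf. As the interaction between Shield and Bud also spans the change from whole embryos to sorted nuclei, stage and kind of sample cannot be told apart there. A change of the effect of *rif1* with development stays open as an untested explanation.

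The genotype difference in amplitude changed by -0.0346 between preMBT, where it was -0.00265, and Shield, where it was -0.0372. An exact permutation of genotypes within stages gave p = 0.0286, and 0.129 after adjustment over the 9 interactions of values per sample, so it failed the correction. Such relabelling assumes no genotype difference at either stage. Its p therefore depends on those differences too and is no pure test of their change. At Shield 4 of 4 omf201 samples lay under all WT samples. Counting noise fills part of the flat preMBT profiles and might hide a difference there. The ratio of omf201 to WT amplitude from the covariance between samples, in which independent noise drops out, was 0.921 at preMBT (0.894 to 0.944 over pairs) against 0.667 at Shield (0.634 to 0.706), so noise does not account for the change. Both preMBT groups may rest on single embryo pools, which limits this comparison.

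The genotype difference in correlation with the 24 hpf WT profile changed by -0.143, from 0.0563 at preMBT to -0.0867 at Shield, with an exact permutation p = 0.00143, and 0.0129 after adjustment over the 9 interactions. Here too genotypes were relabelled within stages, which assumes no genotype difference at either stage, and differences of opposite sign lower this p. A change of -0.145 between Bud and 24 hpf, where both differences were negative, gave an exact permutation p = 0.254. The low p is thus no pure test of the change. At Shield 4 of 4 omf201 samples lay under all WT samples. The 24 hpf WT profile shares its G1 reference with the WT profiles and not with the omf201 profiles, so the separate references might contribute. With a reference common to both genotypes the change was -0.0427, and with disjoint references it was -0.151. Errors shared among WT profiles would raise their correlation, yet the common reference lowered the genotype difference, from 0.0563 to -0.0796 at preMBT and from -0.0867 to -0.122 at Shield. A common reference also leaves copy number differences between the genotypes in the profiles. The separate references and a change in timing thus cannot be told apart from these values, and both stay open.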

How the results depend on the processing

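The tests with a common, stage-matched, same-number or disjoint G1 reference and with Shield libraries counted separately were chosen only after the results were seen; all other alternatives were chosen before the data were examined. Corrections for GC content, alone or with the replicate number as a block, were not run. The filters on G1 count and on a mean count of 10 removed almost no windows and say nothing about stability.

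Leaving aside fits without 1 sample, 113 alternatives chosen before and 54 chosen after kept the direction and side of the threshold of their result or, for counts, stayed within 1.5 times. For the percent of windows called between genotypes, 1-Mb bins gave 21.9% at preMBT, and a single fit of all libraries gave 40.3% at preMBT and 18.8% at Shield. The preMBT percent was 5.50% with edgeR on counts and 2.30% with disjoint references, and the Shield percent 52.8% on log2 ratios, 52.1% on median-centred values and 8.53% with disjoint references. At Bud the alternatives ranged from 33.1% to 57.4% and at 24 hpf from 51.9% to 77.9%. The single fit gave 33.7% for WT Bud against Shield and 35.7% for WT 24 hpf against Bud. For the interaction of preMBT and Shield the percent was 29.3% on log2 ratios, 29.0% on median-centred values, 18.0% over 1-Mb bins, 21.4% in the single fit and 14.7% with Shield libraries counted separately, against 8.94%. For Bud and 24 hpf it was 40.2% on log2 ratios, 41.5% on median-centred values, 10.8% in the single fit and 15.4% with the G1 library of the same number, against 26.4%. DESeq2 called 0.841% of G1 windows at Bud and 2.22% at 24 hpf. For these changes the cause was not tested. The single fit pools the spread of all stages, which was larger at preMBT than later. Median centring moved the split of higher and lower calls, with 61.2% higher at Bud and 64.2% at 24 hpf.

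The correlation difference at preMBT reversed to -0.0796 with a common reference. At Shield it was larger over 1-Mb bins, -0.0920, but no longer past the threshold (exact permutation p = 0.0571). The chromosome 4 arm difference reversed on log2 ratios, which keep the difference in amplitude, to 0.0045 at Bud and 0.067 at 24 hpf. At 24 hpf the arm's z-scores were close, -1.34 in WT and -1.36 in omf201, while the amplitudes were 0.212 and 0.162. With a common reference the 24 hpf arm difference passed the threshold, at -0.174. The arm's WT step from Shield to Bud weakened to -0.411 with the arm from 35000000.

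Fits that each left out 1 sample have a smallest exact permutation p of 0.0571 for 4 against 3, so a loss of significance there is by construction. Their amplitude differences ranged from -0.0383 to -0.0350 at Shield, -0.0609 to -0.0535 at Bud and -0.0519 to -0.0455 at 24 hpf. Correlation differences ranged from -0.103 to -0.0759 at Shield, -0.146 to -0.126 at Bud and -0.290 to -0.280 at 24 hpf, and -0.341 to -0.333 for the Bud WT profile. Arm differences ranged from -0.161 to 0.0267 at Shield, -0.280 to -0.179 at Bud and -0.0567 to 0.0367 at 24 hpf, and the WT steps from -0.555 to -0.405 (Shield to Bud) and -0.911 to -0.840 (Bud to 24 hpf). The sign changed without omf201 replicates 1 and 2 at Shield (0.0267) and without omf201 replicate 1 at 24 hpf (0.0367). The interaction of preMBT and Shield ranged from 5.77% to 10.8%, and fell by more than 1.5 times without Shield WT replicates 1 and 2 (5.78%), 3 and 4 (5.77%) or 6 (5.80%). G1 windows at 24 hpf ranged from 1.80% to 3.54%, with 2.13% without omf201 G1 replicate 2 and 1.80% without replicate 4. The percents of the 4 genotype comparisons stayed within 1.5 times, at 8.68% to 10.2%, 21.8% to 29.2%, 35.4% to 46.1% and 70.02% to 72.3% from preMBT to 24 hpf.

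Within a stage, the replicate numbers do not pair WT and omf201 samples. Deviations of same-numbered samples from their group means correlated at -0.0192 to -0.00213 at preMBT, -0.0632 to 0.0948 at Shield, -0.0262 to -0.0136 at Bud and -0.0521 to 0.0298 at 24 hpf. Between stages, deviations of same-numbered omf201 samples correlated at -0.0769 to 0.101 for Shield and Bud and -0.000999 to 0.303 for Bud and 24 hpf. In WT the latter range was -0.172 to 0.0841. Pairing of omf201 samples between stages is thus not excluded. With the replicate number as a block, the percent called was 19.3% at Shield and the interaction 2.21% (preMBT and Shield) and 12.7% (Shield and Bud). Exact permutation within numbers cannot reach 0.05. It gave differences of -0.0373, -0.0561 and -0.0494 in amplitude, of -0.0715, -0.139 and -0.285 in correlation at Shield, Bud and 24 hpf, and of -0.336 with the Bud WT profile. For the arm it gave -0.234 at Bud, -0.625 for the WT step from Shield to Bud and -0.885 from Bud to 24 hpf.

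Of 102 alternatives for the 12 named runs, 5 left under 50% of the run's windows called (9.25% to 45.1%) and none reversed the mean difference. In the other 97, and in all 92 fits that left out 1 sample, at least 50% of the run's windows were called in the same direction.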

Other observations

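Apart from the counts of other splits, all tests in this part were chosen only after the results they address were seen; what would count for or against was written before a test's own value was computed for disjoint references, for copy number within the windows called, for both tests of amplitude, and for the G1 reference and repeat-rich windows of chromosome 4.

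The percent of windows called between genotypes was weighed against errors of the G1 reference, which all samples of a genotype share and which limma therefore cannot see in their spread. The first test was whether disjoint references bring the percent under 50% of its value, and that was met at preMBT, where it fell from 12.7% to 2.30%, and at Shield, where it fell from 29.6% to 8.53%. It was not met at Bud, with 40.0% against 43.9%, or at 24 hpf, with 73.5% against 73.3%. Noise of the shared reference may therefore account for part of the windows called at preMBT and Shield. The noisier disjoint references would also lose true differences, most of all where differences are small, so the drop is an upper limit on that part. A later test used a common reference, in which errors of the reference largely cancel, over the 50862 windows more than 500 kb from any G1 difference between genotypes. It gave 5.96% at preMBT, 27.2% at Shield, 47.5% at Bud and 76.6% at 24 hpf, against 5.63%, 25.2%, 45.9% and 75.3% of the same windows with the deposited references. The percents did not fall, which argues against reference noise as the whole cause at each stage. With disjoint references 0.435% of these windows were called at preMBT and 4.94% at Shield, so how much of the calls there depends on the reference stays open.

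Copy number or haplotype differences between the genotypes were tested in 2 forms. In the first form, the 6244 windows with a G1 difference at Bud or 24 hpf were left out. Of the others, 11.1% were called at preMBT, 28.9% at Shield, 44.3% at Bud and 73.9% at 24 hpf. Called G1 differences within the windows are thus not the whole cause at any stage. So few windows were left out that the percents could hardly fall, and G1 differences too small to be called stayed in. This form therefore does not decide on a part of the calls or on smaller differences. After these values were seen, the test was widened to leave out all windows within 500 kb of a G1 difference, the only distance tried, because smoothing spreads a local difference to its neighbours. The percents then were 5.63% at preMBT, 25.2% at Shield, 45.9% at Bud and 75.3% at 24 hpf. Only at preMBT was this under 50% of the value for all windows. By the wider form, part of the preMBT windows may reflect copy number or haplotype. As the first form could hardly show this and the wider one was shaped by the data, this is weak evidence.

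If omf201 profiles were WT profiles diluted by DNA from cells outside S phase, the profiles of the genotypes would differ by a scale factor and correlate at about 1 once noise is removed. The correlation across windows corrected for noise between samples, using disjoint references, was 0.669 at preMBT, 0.922 at Shield, 0.834 at Bud and 0.712 at 24 hpf. Leaving out each sample moved it at most to 0.693, 0.926, 0.840 and 0.715. This argues against dilution as the whole cause at Shield, Bud and 24 hpf. At preMBT the spread between libraries may not include that between embryo pools, so the correction may be too small there. The value of 0.669 therefore does not decide on dilution. A diluted signal on top of a changed profile stays possible, as does a true difference in timing, which may be the effect of *rif1* or of other variants that differ between the lines. The design does not separate these, since each genotype is 1 line.

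The samples were also split in every other way into groups of the same sizes. As many windows were called in 1 of the 10 splits at preMBT, the real one, where the share cannot fall under 0.1 and does not decide alone. The largest of the other splits gave 0 windows against 15290. The chi-square per degree of freedom was 3.71 to 4.18 between WT and omf201 libraries there, against at most 1.07 within a group. These values argue against chance as the source of the difference between these libraries. Whether it belongs to the genotype or to 1 embryo pool of each stays open. Only 1 of the 35 splits, again the real one, gave as many windows for each of omf201 against WT at Shield, Bud and 24 hpf and for each of the 6 comparisons of stages. For G1 counts, 1 of the 35 splits at Bud and 1 of the 35 at 24 hpf, the real one each time, gave as many windows, and the largest of the others gave 21 and 89.

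The lower amplitude of omf201 was weighed against counting noise and against S-phase DNA in the omf201 G1 libraries. From the covariance between samples, free of independent counting noise, the ratio of omf201 to WT amplitude was 0.667 at Shield, 0.609 at Bud and 0.762 at 24 hpf, with pairs of samples reaching at most 0.706, 0.656 and 0.797. Counting noise would have brought these to 1. S-phase DNA in the omf201 G1 libraries would flatten its ratios and make the log2 ratio of omf201 to WT G1 counts rise with WT replication timing, with a slope near the share of amplitude lost, 0.310 at Shield, 0.361 at Bud and 0.233 at 24 hpf. The slopes were -0.0221, -0.0280 and -0.0172, none of them near those shares. Both explanations are thus argued against. A lower purity of the sorted S fraction, a mixture of cells with different timing and a narrower range of timing without Rif1 remain possible, and none was tested. At Shield no sorting was done, so a lower share of cells in S phase in omf201 embryos would also lower the amplitude. That share was not measured and stays open.

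At 24 hpf the omf201 profile was unlike the WT profile, and embryos that lag in development would resemble an earlier stage. The correlation with the 24 hpf WT profile exceeded that with the Bud WT profile by 0.225 on average, and in 4 of 4 omf201 samples (0.221 to 0.229). This argues against a delay as far back as Bud as the whole cause. A smaller delay is argued against too, provided that WT profiles between the stages lie between those of Bud and 24 hpf. Bud WT samples had a mean correlation of 0.803 with the 24 hpf WT profile and 24 hpf WT samples one of 0.810 with the Bud WT profile, while all 4 omf201 samples at 24 hpf lay under these, with means of 0.699 and 0.474.

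At preMBT the chromosome 4 long arm differed between omf201 and WT by -1.58 z-score units, with 76.6% of its windows lower. A genotype difference in the G1 reference would vanish with a common reference, but the difference was then -2.27. A bias of repeat-rich windows in general would appear in the 9581 windows wider than 60 kb on other chromosomes, where the difference was 0.130. Both are argued against as the cause. The mean log2 count ratio of omf201 to WT over the arm was -0.10 in preMBT DNA and -0.04 in G1 DNA, and the deposited values divide the latter out. All libraries within a preMBT group differed by about the sampling noise, with a chi-square per degree of freedom of at most 1.07, so it cannot be told apart whether the difference belongs to the genotype or to 1 embryo pool of each. The difference is a candidate for a repeat with independent pools.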
